A study of Streptomyces venezuelae with 16 samples. Its data were reported in "Defining the networks that connect RNase III and RNase J-mediated regulation of primary and specialized metabolism in Streptomyces venezuelae" (2025).

How the data were processed

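RNA sequencing libraries of Streptomyces venezuelae were compared between a wild-type strain and mutants lacking rnc (the gene for RNase III, which cuts double-stranded RNA) or rnj (the gene for RNase J). The 16 libraries made up 8 groups of 2 biological replicates. Groups and replicate numbers were taken from the sample labels. The title of the second vegetative ∆rnc sample carried no number, and its number was taken from its description.

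According to the methods of the study and the labels, the authors aligned paired-end Illumina MiSeq reads to the genome of strain NRRL B-65442 with Bowtie2, sorted the alignments with SAMtools, counted reads per feature with HTSeq-count and divided the counts by a DESeq2 size factor for each library. Versions and the strand setting were not given in the sources used here, so overlapping and antisense genes could share reads. The values the authors deposited were therefore a normalised signal per gene, namely read counts divided by a library factor, for 7512 features. All 16 columns of values were matched to a sample.

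In each library the values were whole multiples of the smallest value above 0, and dividing by that step gave whole reads for 100% of the 120192 values within a tolerance of 0.001. The largest distance from a whole number was 7.5e-05. Size factors computed anew with DESeq2 from the recovered reads had the same ratios as the deposited ones in all 16 libraries. Total recovered reads ran from 578543 to 1041132 per library. Counting intervals (exact Clopper-Pearson, 95%) and floors of 3 reads cover counting error only.

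The tests were run with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend on log2(value + 1), with all 16 libraries and 8 group means in a single fit. The 2247 genes with a mean above 50 over the 16 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05 and its log2 change was above 2 in size. These criteria follow those of the study. Log2 changes on this scale understate the change of weakly expressed genes. There were 13 comparisons, among them the difference between the mutants at each stage and the difference in each mutant's effect between stages. An exact test of 2 against 2 libraries cannot give a p under 0.333, so inference rests on the spread shared by all groups. A wide spread of a gene in 1 group therefore raises its SE in every comparison.

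Gene lists were tested with limma's camera with the correlation between genes estimated from the data, and with fry as the alternative. The 20 tests of 5 lists in 4 comparisons were adjusted together, and so were the 10 tests of the difference between stages. The lists were the development genes named by the study, the chaplins and rodlins among them (proteins of the hydrophobic surface of aerial cells), the whiE genes (spore pigment), ribosomal and other RNase J targets from the study's separate induction experiment, and the locus vnz_04400 to vnz_04480. The rnc gene was left out of the RNase J target list in all comparisons because it is deleted in the ∆rnc strain. This reason does not hold for the ∆rnj comparisons, so its values there are given apart. Genes named singly were fixed by a rule: in each comparison of a mutant with the wild type, the 3 called genes with the largest rise and the 3 with the largest fall whose libraries did not overlap between the groups, and genes the study names with an identifier.

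Gene names came from the study's own pairs of identifier and name. The reference table used here was of another strain and matched 0 of the 7481 identifiers that start with vnz, so products, lengths and coordinates were not used here. Of the 31 other identifiers, 11 occurred in it as symbols. Lists of phosphate, nitrogen, all ribosomal protein and cyclic di-GMP genes, which depended on product names, were not analysed here, and a check on gene length or GC content was void. Because the values do not pair most identifiers with names, at most 2 unnamed genes that rose and 2 that fell are printed from the rule on the largest changes.

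The alternatives were pseudocounts of 0.5 and 5, testing genes with a mean above 10 or all genes, rescaling to equal totals without ssrA or to equal upper quartiles, a fit of the compared groups alone, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood test, TMM scaling) and DESeq2 1.42.0 (Wald test) on the recovered reads, and leaving out each replicate in turn. All of these were set before the data were examined. TMM scaling within limma and a weight for each library (arrayWeights) were added after seeing the data. TMM factors, in limma and edgeR, and upper quartiles were computed on the tested genes only. The deposited factors matched those computed from all 7512 features. The fitted weights were equal for the 2 libraries of each group, for example 0.08 for both ∆rnj fragmentation libraries. This setting therefore weighs groups and cannot set replicate 1 below replicate 2. To show what shared wild-type libraries give by chance, 20 data sets with unchanged mutant groups were simulated.

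The fits were tested on simulated counts made from the real means and library sizes, for the comparison of ∆rnc with the wild type in vegetative growth. All libraries were drawn with a single dispersion of 0.0863, and changed genes were drawn above a minimum wild-type level. The wide spread of the ∆rnj fragmentation pair was thus not simulated, and the result does not cover comparisons that use it. Of 200 genes changed 8-fold among 2247 genes, limma recovered 97.5%, edgeR 98.0% and DESeq2 97.5%, with 0, 1 and 1 false calls respectively.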

Results

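RNA abundance was measured in liquid cultures of S. venezuelae, a filamentous soil bacterium that grows as vegetative hyphae, then fragments these hyphae and sporulates. Wild-type cells were sampled in vegetative growth (10 h) and at hyphal fragmentation (14 h). The ∆rnc mutant was sampled at 10 h, 14 h and, for sporulation, 20 h. The ∆rnj mutant was sampled at the matching stages at 12 h, 18 h and 24 h, so its comparisons with the wild type are matched by stage and not by hour. Each of the 8 groups held 2 libraries. Recovered reads per library ranged from 578543 in ∆rnj vegetative replicate 2 to 1041132 in ∆rnj sporulation replicate 2, and 2247 of 7512 features passed the expression minimum.

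The deleted genes were examined first. At rnc (vnz_26040), the 6 ∆rnc libraries together held 2 reads, whereas the other 10 libraries held 113 to 955 reads each. The mean normalised count at rnc in the ∆rnc libraries was 0.0537% of that in the other libraries. At rnj (vnz_26680), the 6 ∆rnj libraries held 45 reads in total and the other 10 libraries held 79 to 906 each, a mean of 1.68% of the level in the others. Replicate 1 of the ∆rnj fragmentation group had 0 reads at rnj. Every library labelled as a mutant thus lay below every other library at its deleted gene. Which parts of each gene the deletions removed was not used here.

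**Figure D1:**
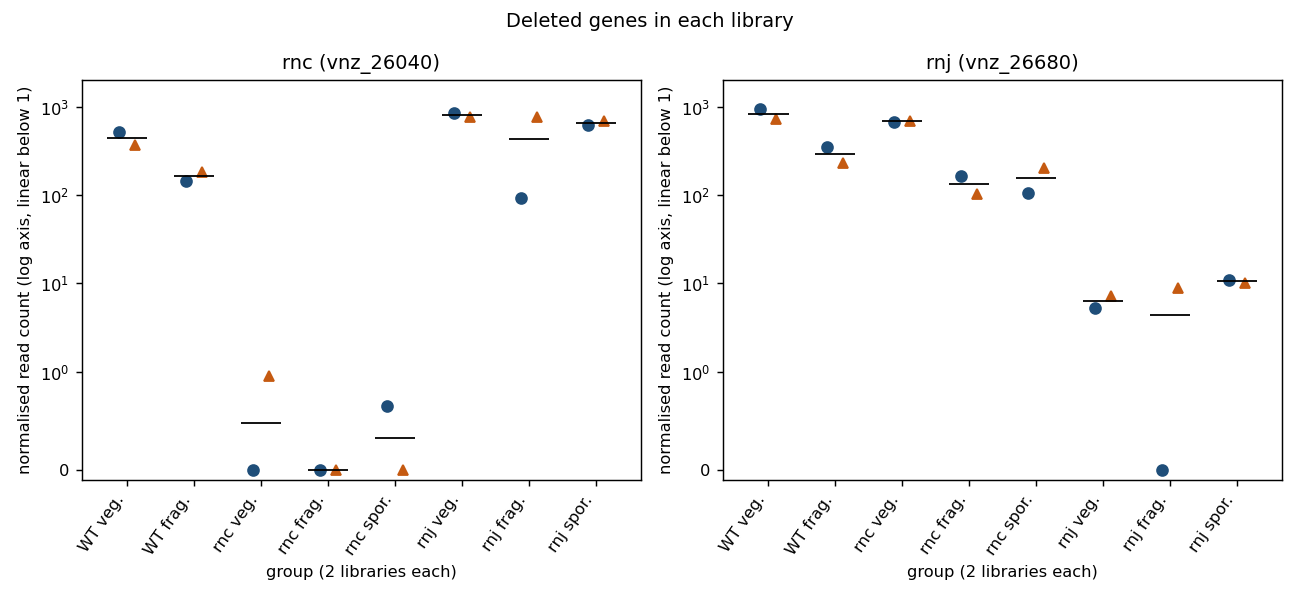
Normalised read counts of rnc (left) and rnj (right) in each library, on a log axis that is linear below 1; circles are replicate 1, triangles replicate 2 and lines the mean of 2 libraries. The 6 ∆rnc libraries hold 2 reads of rnc in total, and the 6 ∆rnj libraries hold 45 reads of rnj.

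Replicates were then compared over the tested genes. The Spearman correlation between the 2 libraries of a group was 0.991 in vegetative ∆rnc cells and at least 0.913 in 7 of the 8 groups. In the ∆rnj fragmentation group it was 0.451, and 716 genes differed by more than 4-fold between its 2 libraries. The median log2 difference of replicate 1 from replicate 2 was -1.28 in that group, although the libraries held similar numbers of reads (820343 and 833603). Their size factors were 2.86 and 1.03. For this reason many of the results that use the ∆rnj fragmentation group are also given without replicate 1. No pair of libraries agreed within sampling noise. The closest pair, vegetative ∆rnc, had a chi-square of 1.17 per degree of freedom over 5464 genes.

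The first comparison asked which transcripts change when RNase III is lost. In vegetative growth, 437 genes were called in the ∆rnc mutant, of which 326 were higher and 111 lower than in the wild type (limma, Benjamini-Hochberg adjustment). The alternative that moved this count most was leaving out ∆rnc replicate 2, with 387 calls. At fragmentation, 420 genes were called, 252 higher and 168 lower. The split depended on the scaling between libraries. With edgeR and TMM scaling it was 304 higher and 73 lower. The median log2 change of all tested genes was -0.13 in vegetative growth and -0.41 at fragmentation under the deposited scaling, and 0.04 at fragmentation under TMM scaling.

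Among the 3 largest rises in vegetative ∆rnc cells, log2 changes ran from 8.17 to 9.68. The largest was at vnz_33650, which had 1327 and 1176 reads in the ∆rnc libraries and 0 and 1 in the wild type. The ratio of normalised reads was 2315, with a 95% counting interval of 415 to 91480, and the fitted change of 9.68 (SE 0.52, limma adjusted p 2.00e-08) depends on the pseudocount, with 7.71 to 11.18 over the processing alternatives that kept all libraries. The chaplin gene chpF (vnz_22960) had 0 reads in both vegetative wild-type libraries and 387 and 306 in ∆rnc, at least 214-fold higher against a floor of 3 reads over the wild-type group. The largest fall with all libraries was at vnz_13870, with normalised counts of 1580 and 1172 in the wild type and 10.3 and 0 in ∆rnc (log2 change -8.66, SE 0.90, limma adjusted p 3.81e-06). This size and rank rest on few reads, as the change was -6.91 without ∆rnc replicate 2 and -10.41 without replicate 1. At fragmentation the 3 largest rises ran from 7.77 to 7.98. The largest fall apart from rnc itself was at vnz_05880, which changed by -7.02 (SE 0.63, limma adjusted p 1.78e-06), from 1141 and 869 normalised counts in the wild type to 6.97 and 6.44.

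The second comparison asked the same of RNase J. In vegetative growth, 408 genes were called in the ∆rnj mutant, 258 higher and 150 lower. Rescaling the libraries to equal totals without ssrA gave 336 higher and 88 lower. At fragmentation, 460 genes were called, 84 higher and 376 lower. This direction was not stable. TMM factors and upper quartiles were computed on the tested genes, which by itself draws their typical change towards 0. The edgeR fit with TMM scaling gave 278 higher and 95 lower, and equal upper quartiles gave 261 and 88. Without ∆rnj fragmentation replicate 1 there were 302 calls, 140 higher and 162 lower, and 214 of the 460 calls were kept in the same direction. Without replicate 2 there were 944 calls, 95 higher and 849 lower. The median log2 change of all tested genes was -0.89 with all libraries and -0.24 without replicate 1. In vegetative growth the median was -0.24.

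In ∆rnj cells at fragmentation, vnz_11140 rose most. It held 1679 and 3269 reads against 3 and 0 in the wild type, a ratio of normalised reads of 647 with a 95% counting interval of 221 to 3140. Its fitted log2 change was 9.28 (SE 0.93, limma adjusted p 1.83e-05), and 10.50 without ∆rnj fragmentation replicate 1. The call was lost under library weights, with an adjusted p of 0.0654, against a range of 3.81e-15 to 0.0654 over its alternatives. The gene vnz_05880 fell in ∆rnj as well, by 6.23 on the log2 scale (SE 0.63, limma adjusted p 1.91e-05), and this call too was lost under library weights (adjusted p 0.0901, with a range of 1.60e-18 to 0.0901 over its alternatives). Its log2 change was -7.00 without ∆rnj fragmentation replicate 1. The vegetative ∆rnj group had its 3 largest rises between 7.23 and 8.19 and its 3 largest falls between -7.74 and -6.85.

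**Figure D2:**
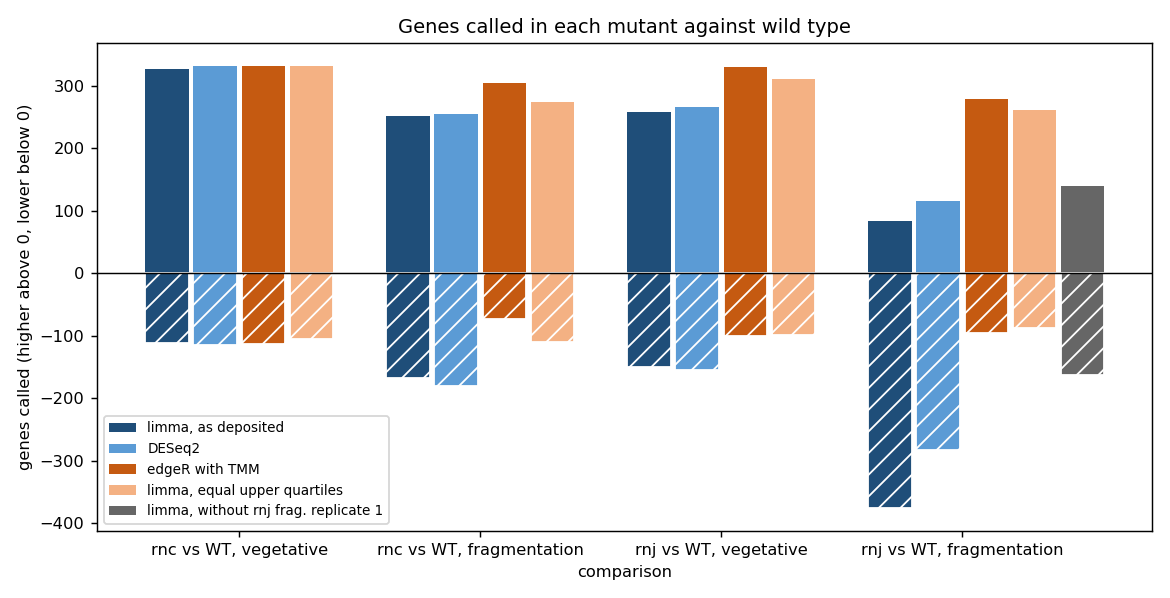
Number of genes called higher (above 0) and lower (hatched, below 0) in each mutant against the wild type, under 4 ways of scaling or testing and, for ∆rnj at fragmentation, without replicate 1 of that group. The bars for ∆rnc in vegetative growth stay near 326 higher and 111 lower, while those for ∆rnj at fragmentation run from 84 higher and 376 lower to 278 higher and 95 lower.

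Genes changed in both mutants were counted next. In vegetative growth, 233 genes were called in both mutants, 168 higher in both and 65 lower in both. At fragmentation, 169 were called in both, 55 higher and 114 lower. No gene was called in opposite directions at either stage. DESeq2 and edgeR on the recovered reads also gave 0 such genes, and the fit without ∆rnj fragmentation replicate 1 gave 1. Over the 2 stages, 718 genes (9.56% of features) were called in ∆rnc and 726 (9.66%) in ∆rnj, 353 were shared at the same stage and 49 were shared at both stages. In the fit without ∆rnj fragmentation replicate 1, 618 genes (8.23%) were called in ∆rnj, 335 were shared at the same stage and 34 at both. Because the mutants share their wild-type libraries, unchanged groups were simulated. The correlation of the log2 changes of the 2 mutants across genes was 0.71 in vegetative growth and 0.66 at fragmentation, against a mean of 0.50 and 0.49 in the simulations. The 20 simulations gave 0 shared calls. Unchanged groups can hardly pass a log2 threshold of 2, so this count cannot show how far shared controls add to the overlap of called genes. Genes are not independent replicates, so these correlations describe the gene set. With TMM scaling in edgeR, the 187 genes shared at fragmentation split into 159 higher and 28 lower. Without ∆rnj fragmentation replicate 1 there were 133, 68 higher and 65 lower.

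The mutants were also compared directly, which removes the shared wild type. In vegetative growth, 275 genes differed between ∆rnj and ∆rnc, 100 higher and 175 lower in ∆rnj, and edgeR gave 150 and 134. At fragmentation, 352 genes differed, 37 higher and 315 lower in ∆rnj. Equal upper quartiles gave 128 and 147. Leaving out ∆rnc fragmentation replicate 1 gave 206 calls, leaving out ∆rnj fragmentation replicate 2 gave 691, and leaving out ∆rnj fragmentation replicate 1 gave 140 higher and 224 lower. The effect of losing rnc differed between stages at 719 genes, 280 higher and 439 lower at fragmentation relative to the vegetative effect, or 374 and 360 with edgeR. For rnj it differed at 534 genes, 124 higher and 410 lower, or 251 and 306 with equal upper quartiles. The rnj split was 226 and 343 without ∆rnj fragmentation replicate 1, and the count was 907 without replicate 2.

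Changes over the developmental course were counted within each strain. Between vegetative growth and fragmentation, 701 genes changed in the wild type, 382 higher and 319 lower at fragmentation, and equal totals without ssrA gave 466 and 223. In ∆rnc, 628 genes changed, 275 higher and 353 lower, and edgeR gave 396 and 207. In ∆rnj, 539 genes changed, 153 higher and 386 lower, equal upper quartiles gave 314 and 142, and the fit without ∆rnj fragmentation replicate 1 gave 233 and 204, while that without replicate 2 gave 913 calls. From fragmentation to sporulation, 165 genes changed in ∆rnc, 22 higher and 143 lower. The edgeR fit gave 48 and 107. That count was 27 without ∆rnc fragmentation replicate 1, 97 without ∆rnc fragmentation replicate 2, 101 without ∆rnc sporulation replicate 2 and 136 without ∆rnc sporulation replicate 1 (40 higher and 96 lower, with the median of all tested genes moving from -0.34 to -0.10). In ∆rnj, 36 genes rose from fragmentation to sporulation and 0 fell in the limma fit. At an unadjusted p under 0.05 with the same threshold on size, 138 rose and 5 fell. edgeR called 22 higher and 54 lower, and DESeq2 called 54 higher and 7 lower. Without ∆rnj fragmentation replicate 1 the limma fit gave 12 higher and 14 lower, without replicate 2 it gave 684 and 19, and without ∆rnj sporulation replicate 1 or 2 it gave 0 and 2 calls in all.

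Gene lists were examined because the study asked how RNase loss affects development and direct RNase targets. The development list, with the chaplins and rodlins in it, holds genes that the study names when it reports these libraries. Its counts and tests are therefore not taken as independent evidence. The locus vnz_04400 to vnz_04480 was fixed in advance, with the study's account of raised biosynthetic genes in both mutants known, and is not independent of these libraries either. Of the 38 development genes, 25 were tested. Their median log2 change was 3.50 in ∆rnc and 2.86 in ∆rnj in vegetative growth, and -1.06 and -1.85 at fragmentation. The medians depend on which list genes pass the expression minimum, and the ∆rnj vegetative median was 0.86 when the minimum mean was 10 or absent. Relative to all tested genes the medians of the 25 genes were 3.63, 3.10, -0.64 and -0.95. In vegetative growth 18 were called higher in ∆rnc and 14 in ∆rnj, and the same numbers, 18 and 14, were found adjusted over the list alone. At fragmentation 3 were called higher and 2 lower in ∆rnc, and 9 were called lower in ∆rnj, which made 5 and 9 calls adjusted over the list alone. The 8 tested chaplin and rodlin genes had medians of 6.33 in ∆rnc and 4.33 in ∆rnj in vegetative growth (6.33 and 4.08 with chpF, which had no wild-type reads, at its bound), and all 8 were called higher in each mutant. At fragmentation their medians were -1.07 and -2.27, with 1 and 5 called lower. Without ∆rnj fragmentation replicate 1 the ∆rnj medians of the development list and of the chaplins and rodlins were -0.54 and -0.63, with 3 and 2 genes called lower. Adjusted over the list alone, the chaplin and rodlin calls were 8 and 8 in vegetative growth and 1 and 5 at fragmentation. None of the 6 whiE genes was tested, as their means over the 16 libraries were between 10.5 and 42.1.

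At the locus vnz_04400 to vnz_04480, 15 of 17 genes were tested. In vegetative growth 14 were called higher in ∆rnc and 15 in ∆rnj, with medians of 5.25 and 6.31. At fragmentation the medians were 1.52 and 1.51, with 2 and 3 called higher, and without ∆rnj fragmentation replicate 1 the ∆rnj median was 1.17 with 4 called higher. Adjusted over the list alone, the calls were 14, 15, 2 and 3. The 14 ribosomal RNase J targets, chosen by the study on other libraries, had medians of -0.41 and -0.87 in vegetative ∆rnc and ∆rnj cells and of -0.75 and -1.83 at fragmentation. The last was -0.93 relative to all tested genes and -0.28 without ∆rnj fragmentation replicate 1. Of these genes 0 were called in 3 of the comparisons and 3 were called lower in ∆rnj at fragmentation, or 2 adjusted over the list alone. The 13 other RNase J targets had medians of -0.70 and -0.71 in vegetative growth and -0.41 and -1.63 at fragmentation in ∆rnc and ∆rnj, the last being -0.57 without ∆rnj fragmentation replicate 1. In vegetative ∆rnc cells 2 of them were called higher, 0 were called in vegetative ∆rnj cells, and 1 and 3 were called lower at fragmentation. Both sets of 3 RNase J targets called lower in ∆rnj at fragmentation became 0 without ∆rnj fragmentation replicate 1. With all libraries the calls of the 13 other targets were 2, 0, 1 and 3 adjusted over the list alone. The target rnc, left out of this list, changed by 0.87 in vegetative ∆rnj cells (limma adjusted p 0.3435) and by 0.72 at fragmentation (limma adjusted p 0.4031). Neither was called. The change at fragmentation was 2.25 without ∆rnj fragmentation replicate 1 and -0.81 without replicate 2.

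With the correlation between genes estimated from the data, none of the 20 camera tests reached an adjusted p of 0.05. The smallest was 0.0636, for the locus vnz_04400 to vnz_04480 in vegetative ∆rnj cells. The estimated correlation was 0.29 at this locus and 0.80 to 0.97 in the other 4 lists, the same in every comparison. It comes from the spread of all 16 libraries, the divergent ∆rnj fragmentation pair among them. At such high values camera can hardly reject. All 8 tested chaplin and rodlin genes were called higher in vegetative ∆rnc cells, yet the camera adjusted p was 0.3255. These results thus do not show weak changes. With fry, run with all libraries only, 8 tests had an adjusted p under 0.05, all on lists that are not independent of these libraries: that locus in all 4 comparisons (adjusted p 3.37e-06 and 9.75e-07 in vegetative ∆rnc and ∆rnj cells, 0.00754 and 0.00960 at fragmentation), the chaplins and rodlins in vegetative ∆rnc (0.000160) and ∆rnj cells (0.00206) and in ∆rnj at fragmentation (0.0246), and the development list in vegetative ∆rnc cells (0.00528). For the 13 other RNase J targets in vegetative ∆rnc cells the mean log2 change was 0.07 while the median was -0.70 and the test pointed down.

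**Figure D3:**
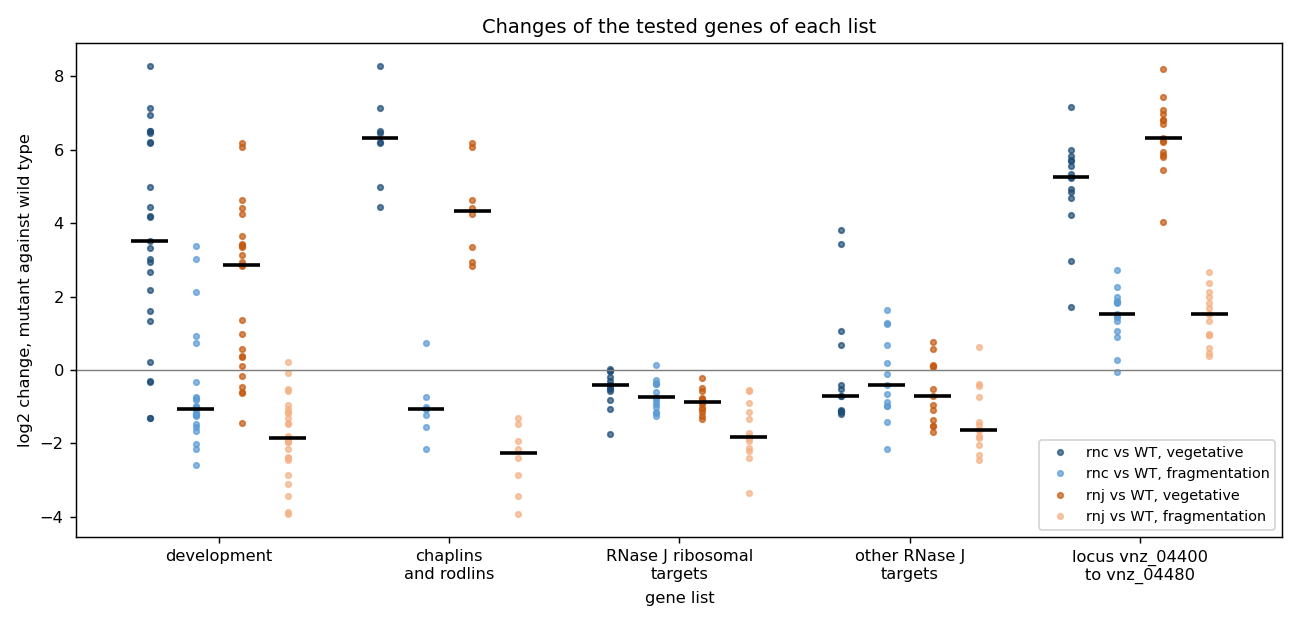
Log2 change of each tested gene (points) in 5 gene lists for the 4 comparisons of a mutant with the wild type; black bars are medians. Chaplin and rodlin genes have medians of 6.33 and 4.33 in vegetative ∆rnc and ∆rnj cells and of -1.07 and -2.27 at fragmentation, and the locus vnz_04400 to vnz_04480 has medians of 5.25 and 6.31 in vegetative growth.

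Single regulators of development were named in advance. They belong to the development list, which the study names when it reports these libraries, so their tests are not independent evidence either. The sigma factor gene bldN (vnz_15655) rose by 3.33 (SE 0.71, limma adjusted p 0.00211) in vegetative ∆rnc cells and by 3.44 (SE 0.71, adjusted p 0.00184) in ∆rnj cells, and changed by -2.60 (adjusted p 0.0107) and -3.10 (adjusted p 0.00411) at fragmentation. The last was -1.78 and not called without ∆rnj fragmentation replicate 1. It was not called with equal upper quartiles (-1.99), library weights or a fit of the compared groups alone either (limma adjusted p 0.0981 and 0.217 for the last 2), and the ∆rnc call at fragmentation was lost without wild-type fragmentation replicate 1 or ∆rnc fragmentation replicate 2. The neighbouring gene rsbN (vnz_15660) rose by 3.50 and 3.65 in vegetative growth (limma adjusted p 0.00389 and 0.00307). At fragmentation rsbN changed by -2.02 in ∆rnc (adjusted p 0.0635; called under library weights, 6.18e-05, and in a fit of the compared groups alone, 4.93e-07) and by -2.38 in ∆rnj (adjusted p 0.0307). The ∆rnj call was lost under 11 of 16 alternatives, among them leaving out ∆rnj fragmentation replicate 1 (-0.86) or either wild-type library. In vegetative ∆rnc cells whiI (vnz_28820) rose by 6.51 and whiD (vnz_22000) by 6.94. The vegetative wild-type libraries held 0 and 8 reads of whiD, and its rise ran from 5.41 to 8.48 when single libraries were left out. In vegetative ∆rnj cells whiI rose by 2.86 while whiD, at -0.61, was not called. At fragmentation whiD was called higher in ∆rnc (3.39, SE 0.82, limma adjusted p 0.00544), while whiI, at -0.76, was not called. The change of bldM (vnz_22005) in vegetative ∆rnc cells, 2.19 with a limma adjusted p of 0.0492, was lost without any single library of the 4. The size was stable (2.13 to 2.33 over all alternatives), and the adjusted p ran from 1.44e-07 with library weights to 0.183. The bldM libraries lay close within the compared groups, at normalised counts of 249.5 and 269 in the wild type and 1165 and 1202 in ∆rnc. The SE of 0.79 is shared by all groups, among them ∆rnj fragmentation with 99.06 and 885.5. Spread in that pair thus raises the adjusted p of bldM in comparisons that do not use it. The genes bldD (vnz_05285) and adpA (vnz_12630) were not called in any of the 4 comparisons with all libraries. Without ∆rnj fragmentation replicate 2, bldD, bldM, adpA and whiI were called lower in ∆rnj at fragmentation (-2.56, -3.04, -3.25 and -2.72).

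The study's phosphate regulator gene phoP (vnz_19585) was lower in both mutants in vegetative growth, by -2.87 in ∆rnc (SE 0.73, limma adjusted p 0.00753) and -2.74 in ∆rnj (SE 0.73, limma adjusted p 0.00976). The wild-type libraries were far apart, with normalised phoP counts of 80.4 in replicate 1 and 627 in replicate 2, while those of ∆rnc were 31.0 and 28.7 and those of ∆rnj were 37.6 and 28.8. Without wild-type replicate 2 the changes were -1.40 (adjusted p 0.124) and -1.26 (adjusted p 0.147), and neither was called. Without wild-type replicate 1 they were -4.35 and -4.21, and both were called. Over all alternatives the adjusted p of phoP ran from 1.72e-05 to 0.124 in ∆rnc and from 5.44e-05 to 0.147 in ∆rnj. The ∆rnj call was also lost in a fit of the compared groups alone and without ∆rnj vegetative replicate 2. At fragmentation phoP changed by 1.48 in ∆rnc and -0.78 in ∆rnj, neither called, and the latter reversed under other scalings.

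The transfer-messenger RNA gene ssrA took a large share of reads. Its share was 5.01% (95% exact interval 4.97 to 5.06%) in wild-type vegetative replicate 1 and 44.0% (43.9 to 44.1%) in ∆rnc fragmentation replicate 1. In the ∆rnj fragmentation group it was 10.1% in replicate 1 and 33.9% in replicate 2. These libraries, with normalised ssrA counts of 29130 and 274200, enter the SE of every ssrA comparison. The log2 change of ssrA at fragmentation was 1.92 in ∆rnc (SE 1.26, limma adjusted p 0.252), which was not called. edgeR with TMM scaling called it, at 2.37 with a Benjamini-Hochberg adjusted p of 0.0346, and over all alternatives the adjusted p ran from 0.00790 to 1. The gene vnz_36075 rose at fragmentation by 6.56 in ∆rnc (SE 0.46, limma adjusted p 6.61e-07) and by 3.30 in ∆rnj (SE 0.46, limma adjusted p 0.000238). The ∆rnj change was 3.03 without ∆rnj fragmentation replicate 1. The ∆rnj call was lost under library weights (adjusted p 0.110), against a range of 2.45e-05 to 0.110 over its alternatives. It was not called in vegetative growth, where it had 3 to 7 reads per library.

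**Figure D4:**
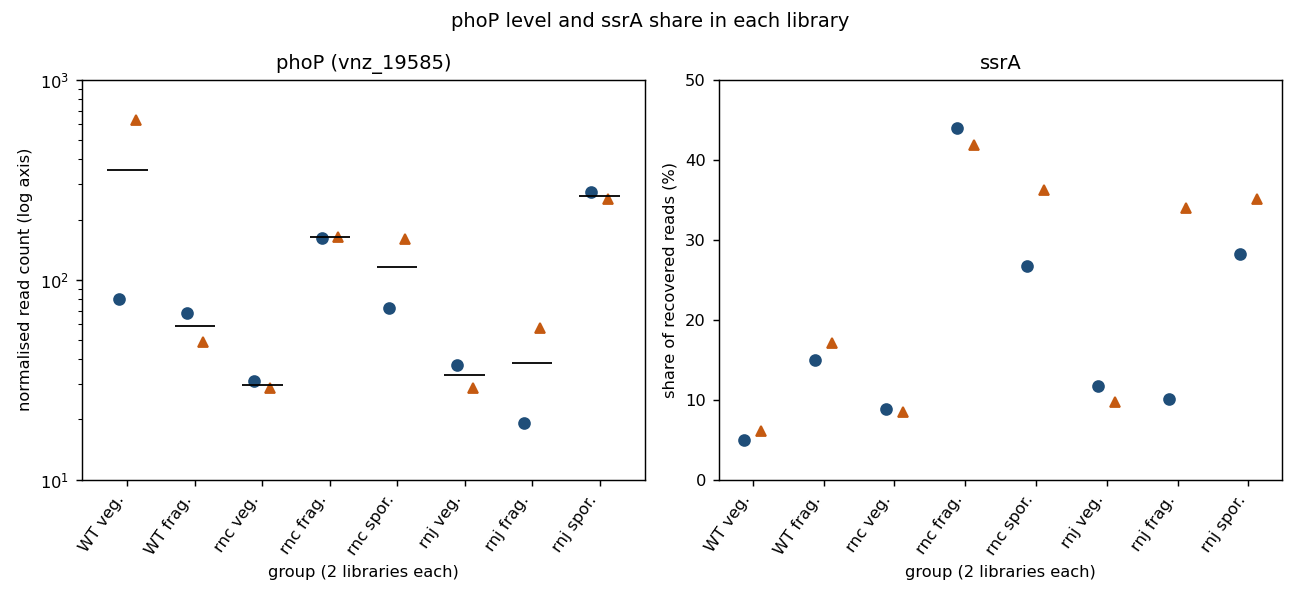
Normalised read count of phoP on a log axis (left, lines are means of 2 libraries) and the share of recovered reads at ssrA in percent (right) in each library; circles are replicate 1 and triangles replicate 2. Wild-type vegetative replicate 2 stands at 627 normalised phoP counts against 80.4 in replicate 1, and ssrA ranges from 5.01% to 44.0% of reads.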

Values the study reported

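Counting a gene when its mean normalised level exceeded 50, its log2 change exceeded 2 in size and its adjusted P-value was below 0.05, the study reported 739 genes altered in ∆rnc (9.8% of annotated genes) and 688 in ∆rnj (9.2%) over both stages. It reported 367 genes common to the mutants, of which 242 were found in vegetative growth, 171 at fragmentation and 46 at both.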

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

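All tests of explanations in this part were chosen after the results were seen, except those on the developmental course and on the profile shared with the ∆rnc sporulation library.

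The effects of the 2 deletions differed from each other at 275 genes in vegetative growth and at 352 genes at fragmentation, tested directly. The effect of rnc loss differed between stages at 719 genes and that of rnj loss at 534. Among the 72 tested genes of the lists and names fixed in advance, 32 changed their response to rnc loss between stages and 30 their response to rnj loss. Among the 5 lists the chaplins and rodlins had the largest stage differences by median, -7.30 in ∆rnc and -7.15 in ∆rnj, with all 8 tested genes called in each. These were not past the threshold with camera (adjusted p 0.265 and 0.265) and were with fry (0.000325 and 0.000464). The locus vnz_04400 to vnz_04480 had medians of -3.78 and -4.91, with 13 and 14 of 15 tested genes called lower. Its adjusted p was 0.265 and 0.228 with camera, and 0.000325 and 6.30e-05 with fry. These list values were computed with all libraries only, and neither list is taken as independent of these libraries. A biological difference between stages, which the design names, stays open, as does a shift of timing: the stages were judged per strain, and the ∆rnj cultures were taken at other hours than the wild type.

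The counts for genes and lists fixed in advance are given with all libraries only. The 352 and the 534 come from comparisons that use the ∆rnj fragmentation group, where the library left out matters. With all libraries the median log2 difference of all tested genes was -0.59 and -0.52 in these comparisons. It was -0.02 and 0.14 without replicate 1 of that group, and -1.21 and -1.25 without replicate 2. Replicate 1 of that group stood apart from replicate 2, and several technical explanations were tested. Fewer reads can be excluded, as replicate 1 held 0.984 times the reads of replicate 2. A scaling difference alone is argued against by the SD of the log2 differences, 1.33, where the other 7 pairs had 0.30 to 0.76 and a single factor leaves it nearly unchanged. Reads from cells that still carry rnj are argued against because 0 reads were seen at rnj where 384 would be expected, which limits such cells to 0.780% of the library. A culture at another point of the course from vegetative growth to sporulation is argued against by a correlation of -0.18 across genes with that change in the same strain.

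A background of reads from elsewhere in the genome remains a candidate explanation for replicate 1. Weakly expressed genes (5265 genes below the expression minimum) held 48.8% of its reads, against 10.3% in replicate 2, and the 112 most abundant genes apart from ssrA fell by 3.06 at the median on the log2 scale under the deposited size factors. In reads, at nearly equal totals, they held 0.32 times those of replicate 2 at the median. Replicate 1 of the ∆rnc sporulation group shows a smaller excess of such reads (21.6% against 9.24%). The excess reads of the 2 libraries correlated across weakly expressed genes (Spearman 0.72), more than their partner libraries did (0.57). With their reads at weakly expressed genes thinned to the number in their partners, the 2 whole libraries, not their excess reads, correlated at 0.63. The thinning was added after the 0.72 was seen, because deeper libraries correlate more at weak genes. Genomic DNA carried over from extraction may give such a profile, but RNA degradation or pervasive transcription in those cultures was not tested, and gene length was not used here. A background that is even over genes cannot be told apart from other kinds: the log2 ratios of abundant genes had an interquartile range of 0.67, wider than the 0.28 to 0.46 of other late pairs, so the criterion written for this test was not met. The criterion was set aside once the value was seen, because an even background would itself widen the ratios of the less abundant of these genes while weakly expressed genes did gain reads.

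The surplus of genes that fall in ∆rnj at fragmentation, 292 more lower than higher calls, may rest on this library and on the scaling. Without replicate 1 the surplus was 22, and with TMM scaling in limma 223 genes were higher and 111 lower. TMM factors were computed on the tested genes, which draws their typical change towards 0 by construction, so this split cannot show which scaling is right. Equal totals without ssrA, which use all features, gave 216 higher and 117 lower. Size factors taken as a median of ratios are set by weakly expressed genes as much as by abundant ones, so a library with raised weak genes receives a large factor (2.86 here). The same holds for the 36 rises from fragmentation to sporulation in ∆rnj, of which 8 were kept without replicate 1.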

How the results depend on the processing

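TMM scaling in limma and library weights were chosen after seeing the data. Of 252 alternative counts of calls, 223 stayed within 1.5 times the main count and 29 did not. Counts for ∆rnc against the wild type at both stages, ∆rnj against the wild type in vegetative growth, shared calls in vegetative growth, the stage change in the wild type and in ∆rnc from vegetative growth to fragmentation, the difference between mutants in vegetative growth and the stage difference of the rnc effect stayed within 1.5 times under each alternative run.

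With only the libraries of the groups compared, counts fell to 27 calls for ∆rnj at fragmentation, 154 for the change from vegetative growth to fragmentation in ∆rnj, 0 for its change to sporulation (57 higher and 3 lower at an unadjusted p under 0.05), 106 for ∆rnj against ∆rnc at fragmentation, 348 for the stage difference of the rnj effect and 15 shared calls at fragmentation. Library weights gave 12, 131, 0 (82 and 0 unadjusted), 39, 323 and 10 for the same results. In both of these settings the wide spread of the ∆rnj fragmentation pair is no longer averaged with the other groups, which lowers the counts by construction. Without a filter on the genes tested, there were 95 calls for ∆rnc and 5 for ∆rnj from fragmentation to sporulation. The last comparison also gave 19 calls with equal upper quartiles, 76 with edgeR and 61 with DESeq2. The cause was not tested for these.

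Leaving out 1 library at a time gave 302 to 944 calls for ∆rnj at fragmentation, 437 to 913 for its change from vegetative growth and 0 to 703 for its change to sporulation. The 0 was without ∆rnj sporulation replicate 1, where 100 genes were higher and 3 lower at an unadjusted p under 0.05. The ranges were 206 to 691 for ∆rnj against ∆rnc at fragmentation, 431 to 907 for the stage difference of the rnj effect and 27 to 136 for ∆rnc from fragmentation to sporulation. Shared calls at fragmentation ran from 114 to 206. A group left with 1 library was assumed to vary like the other groups.

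Calls shared by limma and edgeR were 433 of 437 for vegetative ∆rnc and 179 of 460 for ∆rnj at fragmentation, against 363 of 460 shared by limma and DESeq2, whose scaling is the deposited one. DESeq2 called 739 genes in ∆rnc and 689 in ∆rnj over the 2 stages, with 367 shared at the same stage.

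Among single genes, 1210 alternatives left the call and direction as they were, 30 lost a call, 11 gained one and 29 reversed, none of the reversed values being called. In ∆rnj at fragmentation, equal totals without ssrA, equal upper quartiles, edgeR and TMM scaling reversed phoP (to 0.06, 0.31, 0.13 and 0.14), ssrA (to 0.34, 0.60, 0.72 and 0.42, and 0.24 with DESeq2) and whiD (to 0.26, 0.51, 0.38 and 0.35), and equal upper quartiles and edgeR reversed bldD (to 0.03 and 0.09). In vegetative ∆rnj cells the first 4 reversed adpA (to 0.30, 0.15, 0.15 and 0.15). These genes moved with the median of all tested genes. With equal upper quartiles at fragmentation that median went from -0.89 to 0.20, phoP from -0.78, ssrA from -0.52, whiD from -0.57 and bldD from -1.07. In vegetative growth the median went from -0.24 to 0.07 and adpA from -0.17. These reversals thus follow the scaling and are not specific to these genes. The ssrA value with DESeq2, where the median was -0.67, is not covered by this. Leaving out single libraries moved values across 0 in ∆rnj at fragmentation for ssrA (-2.14 to 1.10), bldD (-2.56 to 0.42), bldM (-3.04 to 0.11), whiD (-1.51 to 0.37) and rnc (-0.81 to 2.25). With all libraries ssrA was at -0.52 and rnc at 0.72. The lowest values of ssrA, bldD and bldM, without ∆rnj fragmentation replicate 2, were gained calls and not reversals. So was the highest value of rnc, without replicate 1. Values also crossed 0 in vegetative ∆rnj for whiD (-2.14 to 0.93) and vnz_26440 (-0.29 to 0.57), and in vegetative ∆rnc for vnz_36075 (-0.68 to 0.26).

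For the gene lists, 247 of 260 alternatives left direction and test result as they were, which does not mean that medians held (2.86 against 0.86 for the development list in vegetative ∆rnj cells without a filter), 12 passed the threshold where the camera test with all libraries had not, and 1 reversed: the median of the other RNase J targets in ∆rnc at fragmentation, which ran from -0.94 to 0.13 when single libraries were left out. Of those 12, 8 were the fry tests and 4 were the locus vnz_04400 to vnz_04480 in vegetative ∆rnj cells (for example an adjusted p of 0.0456 with the replicate block).

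The replicate numbers do not pair the samples. Differences between replicates 1 and 2 correlated between groups at -0.42 to 0.49, over 28 pairs of groups, with 7 above 0.1. With the replicate block, counts were 437 and 422 for ∆rnc and 410 and 463 for ∆rnj in vegetative growth and at fragmentation, 702, 630 and 540 for the change to fragmentation in the wild type, ∆rnc and ∆rnj, and 189 and 43 for the change to sporulation in ∆rnc and ∆rnj. The direct and stage differences were 278, 355, 724 and 538, and shared calls 233 and 169. The block moved no count by over 1.5 times.

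Depth limits the weakly expressed genes. The median gene held 11 to 78 reads per library, and 5265 features fell below the expression minimum.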

Other observations

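In this part the tests of phoP, of reads at rnj, of vnz_26640 and of the locus vnz_04400 to vnz_04480 were chosen after the results were seen. The other tests were written down before their results were known, apart from a comparison with matched genes that was added when the test was coded.

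The drop of phoP in both mutants may reflect a single wild-type culture. Without wild-type vegetative replicate 2 the ∆rnc change was -1.40 and was not called, and without replicate 1 it was -4.35 and was called. It is not a matter of phoP alone: 36 tested genes were over 4-fold higher in wild-type replicate 2 than in replicate 1 and 3 were over 4-fold lower. Genes with the 3 identifiers before phoP differed by 2.91 to 4.09 on the log2 scale between the replicates, and phoP by 2.95. Of those 36 genes, 14 were among the 111 called lower in vegetative ∆rnc and 8 among the 150 in ∆rnj. Without replicate 2 the numbers were 2 and 0, although genes picked for a high replicate 2 must shrink when it is removed. Of all lower calls, 85 of 111 and 117 of 150 were kept. Without replicate 1 instead, 96 and 120 were kept, so for the lower calls as a whole replicate 2 mattered little more than replicate 1, least so in ∆rnj. Which of the 2 wild-type cultures is typical cannot be decided from 2 libraries. A difference in growth state between the cultures, such as phosphate supply, was not tested.

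The vegetative mutants resembled wild-type cells on the way to fragmentation. Across genes, the change in vegetative ∆rnc correlated at 0.67, and that in ∆rnj at 0.75, with the wild-type change from vegetative growth to fragmentation. These comparisons share wild-type vegetative libraries, and simulated unchanged ∆rnc cells gave a mean of 0.12. With each comparison given its own wild-type library, the correlation was 0.60 to 0.75, so shared controls are argued against as the cause. Of the genes called higher in both mutants with a single wild-type vegetative library, 86.1% and 84.4% rose over 2-fold in the wild type measured with the other one. Among all tested genes 28.2% and 30.3% did. Genes with low vegetative counts that pass a filter on the mean must rise somewhere, so uncalled genes matched on the vegetative level were also examined, and 45.1% and 48.3% of them rose. A candidate explanation is that the mutant cultures were further along the course when harvested as vegetative. The ∆rnj cultures were taken at 12 h, but those of ∆rnc at 10 h like the wild type. Against this candidate, the study saw no early reproductive growth in either mutant and a delay of sporulation in ∆rnj. A direct effect of each RNase on developmental regulators predicts the same resemblance, and the 2 explanations were not separated. The wild-type change between the sampled stages does not account for the locus vnz_04400 to vnz_04480, which was examined after these results were seen. Its 15 tested genes had a median log2 change of -0.01 from vegetative growth to fragmentation in the wild type, with 3 over 2-fold higher, against 5.25 and 6.31 in the vegetative mutants. A shift to an unsampled point, such as a peak between the sampled hours, was not tested and stays open.

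The agreement between the 2 mutants in vegetative growth did not come from shared controls. With ∆rnc and ∆rnj each set against its own wild-type library, the correlation across genes was 0.66 in both splits.

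Reads at the deleted rnj gene were more frequent than reads at the deleted rnc gene. Carry-over between libraries at an equal rate would be expected to give 48.0 reads at rnc in the 6 ∆rnc libraries, and 2 were seen (Poisson probability 1.79e-18). This probability covers counting error only and takes the expected 48.0 reads as known. Equal carry-over is thus argued against. Parts of rnj left in the chromosome were not tested.

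The study pairs pnp, the polynucleotide phosphorylase gene, with vnz_26440. Whether that identifier is right was not settled here, so the values that follow are those of vnz_26440 and may not be those of pnp, which also holds for its place in the list of other RNase J targets. vnz_26440 had 26 to 164 reads per library and changed by 1.07 in vegetative ∆rnc (limma adjusted p 0.0774), with 0.98 to 1.21 over the alternatives with all libraries and an adjusted p of 0.000744 to 0.229 over all alternatives. In ∆rnc at fragmentation it changed by 1.27 (limma adjusted p 0.0333), below the threshold on size. The gene rpsO itself (vnz_26635) changed by -0.41 in vegetative ∆rnc and by -0.84 in ∆rnc at fragmentation, and neither was called. The identifier that follows rpsO is vnz_26640, which was chosen after its values were seen. It had normalised counts of 6865 and 6966 in vegetative ∆rnc, 2899 and 2799 in the wild type and 1163 and 1062 in ∆rnj. Its log2 change was 1.28 in ∆rnc (SE 0.74, limma adjusted p 0.213) and -1.36 in ∆rnj (SE 0.74, limma adjusted p 0.168), and neither was called. This SE is shared by all groups, among them ∆rnj fragmentation with normalised counts of 82.61 and 439.4. The adjusted p ran from 7.00e-05 to 0.424 in ∆rnc and from 0.000466 to 0.379 in ∆rnj over the alternatives, and the log2 change from 1.25 to 1.42 and from -1.42 to -0.89.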
